# Reference genes for accurate gene expression analyses across different tissues, developmental stages and genotypes in rice for drought tolerance

**DOI:** 10.1186/s12284-016-0104-7

**Published:** 2016-07-18

**Authors:** Isaiah M. Pabuayon, Naoki Yamamoto, Jennylyn L. Trinidad, Toshisangba Longkumer, Manish L. Raorane, Ajay Kohli

**Keywords:** Drought, Gene expression, qRT-PCR, Reference gene, Rice, Transcriptome

## Abstract

**Background:**

Quantitative reverse transcription PCR (qRT-PCR) has been routinely used to quantify gene expression level. This technique determines the expression of a target gene by comparison to an internal control gene uniformly expressed among the samples analyzed. The reproducibility and reliability of the results depend heavily on the reference genes used. To achieve successful gene expression analyses for drought tolerance studies in rice, reference gene selection should be based on consistency in expression across variables. We aimed to provide reference genes that would be consistent across different tissues, developmental stages and genotypes of rice and hence improve the quality of data in qRT-PCR analysis.

**Findings:**

Ten candidate reference genes were screened from four ubiquitously expressed gene families by analyzing public microarray data sets that included profiles of multiple organs, developmental stages, and water availability status in rice. These genes were evaluated through qRT-PCR experiments with a rigorous statistical analysis to determine the best reference genes. A *ubiquitin* isogene showed the best gene expression stability as a single reference gene, while a 3-gene combination of another *ubiquitin* and two *cyclophilin* isogenes was the best reference gene combination. Comparison between the qRT-PCR and in-house microarray data on roots demonstrated reliability of the identified reference genes to monitor the differential expression of drought-related candidate genes.

**Conclusions:**

Specific isogenes from among the regularly used gene families were identified for use in qRT-PCR-based analyses for gene expression in studies on drought tolerance in rice. These were stable across variables of treatment, genotype, tissue and growth stage. A single gene and/or a three gene set analysis is recommended, based on the resources available.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12284-016-0104-7) contains supplementary material, which is available to authorized users.

## Findings

Real-time quantitative reverse transcription PCR (qRT-PCR) is widely used to assess the status of gene expression under variable developmental and environmental conditions (Gachon et al. 2004). Variables for transgene expression (Kohli et al. 2006) also necessitate its analysis by qRT-PCR (Trijatmiko et al. 2016). For the results to be dependable, selection of reference genes that express consistently across the tissue, genotype and developmental stage variables is critical (Wong and Medrano 2005; Guénin et al. 2009). Unless a stably expressed gene is used as a reference, expression level in samples are overestimated or underestimated, and identification of differential expressions is prone to errors. In general, ubiquitously expressed genes that would maintain consistent expression are used. However, these have not been thoroughly tested to be so under different variables. Also, the reference genes generally belong to a gene family and isogenes can be rather variably expressed in different tissues of different genotypes.

In rice, several housekeeping genes have been examined on various samples under different conditions but mostly at seedling stage (Kim et al. 2003; Jain et al. 2006; Narsai et al. 2010; Moraes et al. 2015). Consistent reference genes for rice under drought stress at both, the seedling and reproductive stage are not known. Earlier studies with genes such as the *actin*, *ubiquitin*, *ubiquitin-conjugating enzyme E2* and *eukaryotic elongation factor 1*α (Moumeni et al. 2011; Sharoni et al. 2012; Minh-Thu et al. 2013; Campo et al. 2014) suffer from lack of information on isogene analysis.

An accurate gene expression analysis is central to obtaining insights on adaptation mechanisms to drought stress. Plants regulate the expression of many genes to adapt to water deficit conditions (Shinozaki and Yamaguchi-Shinozaki 2007). A number of drought stress responsive genes were analyzed (Deyholos 2010; Alter et al. 2015), and genes contributing to drought tolerance were suggested (Bhatnagar-Mathur et al. 2008; Osakabe et al. 2014). Drought transcriptome studies in various plant species revealed a largely common response involving similar pathways and genes but again these were largely confined to studies on leaves at seedling stage drought in genotypes known as models for drought tolerance (Lenka et al. 2011; Minh-Thu et al. 2013).

We have redressed the situation by identifying reference genes for relative quantification of transcripts in rice under drought studies, taking into consideration tissues, genotypes and growth stages. Candidate reference genes were pre-screened from public transcriptome microarray datasets by a novel systematic strategy, and then experimental evaluation of the candidates was conducted using qRT-PCR and a rigorous statistical analysis. The best reference genes identified were validated comparatively between qRT-PCR and microarray data.

In principle, reference genes should be independent of any biological response to the treatment under study e.g. drought stress in our case. Good reference genes can be screened from large-scale transcriptome data but the effectiveness of this approach would depend on the depth and breadth of the transcriptome experiments, which almost never simultaneously addressed the variables of treatment, genotype, growth stage and tissues. Thus, in the publicly available data sets, each of which lack addressing one or more of these variables, we focused on the four gene families i.e. *glyceraldehyde-3-phosphate dehydrogenase* (*GAPDH*), *actin, ubiquitin* and *cyclophilin*, that have been recurrently used as reference genes in various organisms. Any additional potential candidate reference genes or gene families would have to be validated in various organisms. Hence, there was value in our conservative approach of considering isogene expression differences within and among the tried and tested four gene families, under the variables of treatment, genotype, tissue and growth stage. Moreover, since reference gene combinations have been recommended (Vandesompele et al. 2002), our effort was to come up with a combination of genes expressed stably under different variables to provide a strict and dependable reference parameter.

Seven *GAPDH* isogenes, 13 *actin* isogenes, 31 *ubiquitin* isogenes, and 23 *cyclophilin* isogenes were evaluated based on an expression stability index calculated with the scheme presented in Fig. 1. 

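Of the 92 arrays of data set A in Table S1, 18 were analysed here. They are Affymetrix rice genome arrays of 7-day-old seedlings of the indica cultivars Dagad deshi and IR20. Drought was given by moving seedlings from nutrient solution onto filter paper for 3 h or 6 h, while control seedlings stayed in solution. Each of the 6 groups holds 3 arrays labelled as biological replicates, and the labels do not say whether these came from separate cultures. The deposited values are intensities per probe set on a linear scale, for 57381 probe sets. The labels name GCOS, the array software, with no version, and the normalization between arrays is not given. The median intensity of an array lay between 7.13 and 8.20, and the number of arrays limits the precision. For the present comparison, 16 was added to each intensity before the log2 was taken, 104 control probe sets were left out, and 19 control probe sets of the 4 families were kept. The 40094 probe sets whose mean log2 value lay above the 30th percentile were tested with limma on 6 group means over 18 arrays, with Benjamini-Hochberg adjustment within each comparison.
Control arrays and drought arrays differed in a measure of RNA quality. The 3'/5' index is the mean log2 ratio of the 3' to the 5' control probe sets of actin, GAPDH and cyclophilin, which rises when RNA is broken or labelling stops early. It was 5.91 ± 1.77 (SD, n = 6) in the control arrays and 2.27 ± 0.513 (SD, n = 12) in the drought arrays. The difference of 3.64 had p = 5.39e-05 in a two-sided exact permutation test, the smallest p that 6 arrays against 12 allow. That test treats the 18 arrays as independent, which the labels do not settle. The index was 6.72 ± 1.87 (SD, n = 3) in Dagad deshi controls and 5.11 ± 1.53 (SD, n = 3) in IR20 controls. All control arrays lay above all drought arrays, so the index and drought move together in each comparison with a control.

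**Figure D1:**
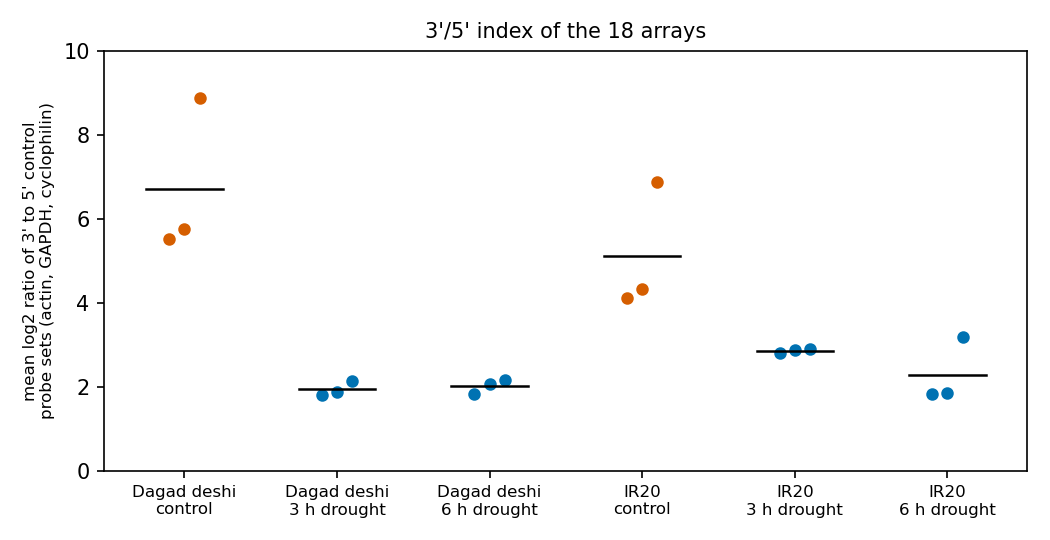
The 3'/5' index (log2) of each of the 18 arrays by group, with 1 point per array and a line at each group's mean. The highest values are 8.88 in Dagad deshi control replicate 1 and 6.88 in IR20 control replicate 2, and no drought array is above 3.19.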

Microarray data from rice drought tolerance experiments were used to calculate coefficient of variation (CV) of genes, and the CV were then ranked in each gene family (Additional file 1: Materials and Methods; Additional file 2: Table S1). The microarray data were comprised of 11 drought experiments in five different platforms, including data in 10 different growth stages (from vegetative to reproductive stage) and 13 different genotypes (indica varieties: Dagad deshi, IR20, IR64, DK 151, Bala, IR77298-14-1-2-B-10, IR77298-14-1-2-B-13, IR77298-5-6-B-18, 1R77298-5-6-B-11, japonica varieties: Zhonghua 11, Azucena, and Nakdong). The rank was then converted into weighted rank score (WRS), which reflects variety of samples in each microarray data set (Additional file 1: Materials and Methods). 

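In the seedlings of both cultivars, several actin and ubiquitin genes fell at 6 h of drought by their probe sets of the highest mean, while the actin gene ACT7 rose. ACT2 (LOC4349087), which encodes a cytoskeletal actin, fell by 1.40 on the log2 scale at 6 h in Dagad deshi (standard error 0.075, adjusted p = 4.69e-10 from limma) and fell by 1.06 in IR20 (adjusted p = 1.63e-08). ACT7 (LOC4325068) rose by 1.40 and 1.05 in the same comparisons (adjusted p = 3.83e-07 and 1.17e-05). Among the ubiquitin genes, UBQ5 (LOC4341684 in the RefSeq table, which lies on another chromosome than the gene abbreviated UBQ5 in Table S2) fell by 2.14 in Dagad deshi and fell by 2.36 in IR20. GAPC3 (LOC4329892), a glycolytic GAPDH, rose by 1.26 in Dagad deshi (adjusted p = 1.63e-06), and its change in IR20 was 0.14 (adjusted p = 0.441) and -0.10 without IR20 control replicate 2. A further probe set of GAPC3, which can bind several transcripts, rose by 5.18 in Dagad deshi and by 2.59 in IR20 (adjusted p = 0.0083), and with the 3'/5' index as a term the changes were 0.98 (adjusted p = 0.0109) and 0.07 (adjusted p = 0.771). GAPC2 (LOC4336216), of low signal, fell by 0.84 in Dagad deshi (adjusted p = 0.000606) and by 0.60 in IR20 (adjusted p = 0.00952). With the index its changes were -0.57 and -0.43 (adjusted p = 0.199 and 0.132). The IR20 call was also lost without IR20 control replicate 1 or 2 (adjusted p = 0.0537 and 0.0536). The index is made in part from GAPDH control probe sets, so the values of GAPDH genes with the index need not be independent of it.
An F test across the 6 groups passed for 7 of 8 GAPDH, 14 of 15 actin, 9 of 9 ubiquitin and 2 of 3 cyclophilin probe sets, and adjusted over the list alone the counts were 7, 14, 9 and 2. The share of all probe sets that pass the F test is not given here, so these counts do not set the families apart. By the comparison of 3 h with control in Dagad deshi alone, 70.94% of all probe sets tested were called. ACT3 (LOC4334702) fell by 0.86 at 6 h in Dagad deshi and fell by 0.44 in IR20. A further probe set of ACT3, which can bind several transcripts, went the other way: it rose by 2.84 in Dagad deshi (adjusted p = 0.00165, and 0.12 with adjusted p = 0.949 with the index as a term), and its change in IR20 was 1.19 (adjusted p = 0.161), or 2.03 without IR20 6 h replicate 1 (adjusted p = 0.00692) and -0.44 with the index (adjusted p = 0.592). ACT1 (LOC4333919) fell by 1.15 in Dagad deshi, and its change in IR20 was -0.45 (adjusted p = 0.0681), or -0.72 without IR20 control replicate 3 (adjusted p = 0.00122). A further probe set of ACT1, which can bind several transcripts, fell by 1.02 in IR20. At 3 h in IR20, the changes of ACT1 and ACT2 were -0.06 and -0.02 (adjusted p = 0.892 for each), and both turned positive after quantile normalization. UBQ2 (LOC4347896) fell by 1.59 and UBQ1 (LOC4332169) fell by 0.38 in Dagad deshi at 6 h, and in IR20 UBQ2 fell by 1.21 and UBQ1 fell by 0.57. RPS27AA and RPS27AB, which encode ubiquitin fused to a ribosomal protein, fell by 0.71 and fell by 0.57 in Dagad deshi. UBQ4 (LOC4347085) rose by 0.93 at 6 h in Dagad deshi (adjusted p = 0.00625, or 0.0778 in a fit on only the groups compared), and its change in IR20 was 0.24 (adjusted p = 0.468). The 3 cyclophilin probe sets are control probe sets, and the 3' one fell by 1.58 in Dagad deshi and fell by 1.88 in IR20 at 6 h. The change of the 5' one was 0.83 in Dagad deshi (adjusted p = 0.126, or 1.20 with adjusted p = 0.0425 without Dagad deshi control replicate 2 and 1.21 with the same p without replicate 3) and -0.27 in IR20 (adjusted p = 0.663), and with the index -1.69 and -1.78 (adjusted p = 0.00279 and 0.000152). That of the middle one was -0.37 in Dagad deshi (adjusted p = 0.328, or -0.90 with adjusted p = 0.00074 without Dagad deshi control replicate 1, and -1.94 with adjusted p = 0.000836 with the index), and in IR20 it fell by 1.39. The index is made in part from the 3' and 5' cyclophilin probe sets, so their values with the index are not independent of it.
The GAPDH probe sets differed by position along the transcript: the 5' control probe set was 6.50 ± 1.56 in Dagad deshi controls and 12.56 ± 0.0785 at 6 h (SD, n = 3 for each), and the 3' one was 14.08 ± 0.0929 and 14.74 ± 0.0405. At 6 h in Dagad deshi the 3' control probe sets of actin fell by 1.84, fell by 1.80 and fell by 1.62, while the changes of the 5' ones were 2.94 (adjusted p = 0.00295) and 2.10 (adjusted p = 0.011, or 1.69 with adjusted p = 0.051 without Dagad deshi control replicate 1), and -0.94 and -1.01 with the index (adjusted p = 0.289 and 0.342). In IR20, 2 of the 3' ones fell by 1.17 and fell by 1.01, and the change of the other was -0.66 (adjusted p = 0.0221, but 0.0918, 0.0849 and 0.0635 without IR20 control replicate 1 or 2 or 6 h replicate 3, and -0.41 with the index, adjusted p = 0.248). The changes of the 5' ones there were 2.24 (adjusted p = 0.021, but 0.112, 0.0912 and 0.0911 without IR20 control replicate 2 or 6 h replicate 2 or 3, and 0.109 in a fit on only the groups compared) and 1.64 (adjusted p = 0.0535, or 2.44 with adjusted p = 0.00267 without 6 h replicate 1, and 2.15 with adjusted p = 0.0204 without IR20 control replicate 3), and -0.09 and -0.22 with the index (adjusted p = 0.888 and 0.75). The 5' and middle control probe sets of ubiquitin rose by 3.05 and 3.12 in Dagad deshi, and with the index the changes were 0.38 and 0.72 (adjusted p = 0.57 and 0.17). The change of the 3' one was 0.19 there (adjusted p = 0.00394, or 0.07 with adjusted p = 0.24 after quantile normalization, 0.0831 in a fit on only the groups compared, and 0.13 with adjusted p = 0.287 with the index). In IR20 the middle one rose by 1.71, the change of the 5' one was 1.56 (adjusted p = 0.02, but 0.0817 and 0.0588 without IR20 control replicate 2 or 6 h replicate 3), and with the index these were 0.28 and -0.04 (adjusted p = 0.419 and 0.925), while the 3' one was at 0.06 (adjusted p = 0.318). Without the control probe sets, from which the index itself is made for actin, GAPDH and cyclophilin, the F test passed for 4 of 4 GAPDH, 8 of 8 actin and 6 of 6 ubiquitin probe sets, and for 3, 7 and 5 of them with the index as a term of the fit, a choice made after seeing the data.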

Our analysis indicated differential expression of isogenes of the four gene families under one or more variables. Thus, based on the WRS (Additional file 3: Table S2), we selected one *GAPDH* isogene and one *actin* isogene that represented extremely stable expression, five *ubiquitin* isogenes that were moderately stable, and three *cyclophilin* isogenes that were also moderately stable (Additional file 4: Table S3). 

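The GAPDH isogene of the selected set, LOC_Os08g03290, is tied here to GAPC (LOC4344564) on chromosome 8 by its abbreviation, and it was the only one of the 10 selected genes that could be tied to a probe set, one that can bind several transcripts. Over the 18 arrays of seedlings, the CV of the log2 values was 4.45% for GAPC, 3.75% for GAPC3 (LOC_Os02g38920) and 7.54% for GAPC2 (LOC_Os04g40950). The mean log2 level was 14.34 for GAPC, 13.38 for GAPC3 and 5.29 for GAPC2, which lies near the lower end of the scale at 4. Among the 12 drought arrays alone, a choice made after seeing the data, the CV was 1.54% for GAPC, 0.659% for GAPC3 and 0.573% for GAPC2. Without replicate 1 of every group, the CV of GAPC was 3.78%, below the 3.89% of GAPC3. With all probe sets of a gene averaged, the CV of GAPC3 was 9.30%. The ranks of GAPC, GAPC2 and GAPC3 in data set A are 1, 2 and 4 of 7 isogenes in the paper's Table S2, which used all 92 arrays. The ties of GAPC3 and GAPC2 rest on the abbreviation too, since Table S2 lists another GAPDH isogene on each of their chromosomes. The paper ranked isogenes by CV in each data set, weighted the ranks by the variety of samples and selected genes by the averaged score.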

The expression patterns of the genes selected and their WRS in each data set are shown in Fig. 2 and Additional file 5: Figure S1, respectively.

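GAPC, which encodes a glycolytic enzyme, was higher under drought in Dagad deshi. Its log2 level was 13.14 ± 0.474 (SD, n = 3) in Dagad deshi controls, 14.89 ± 0.0186 at 3 h and 14.78 ± 0.0215 at 6 h. It rose by 1.75 at 3 h (adjusted p = 8.3e-07 from limma) and by 1.64 at 6 h (adjusted p = 1.58e-06). In IR20 the level was 14.19 ± 0.304 in controls, 14.32 ± 0.0518 at 3 h and 14.70 ± 0.049 at 6 h (SD, n = 3 for each). GAPC rose by 0.51 at 6 h in IR20 (adjusted p = 0.0312), while the 3 h change was 0.14 (adjusted p = 0.729). The 6 h responses differed between cultivars by -1.13 (IR20 minus Dagad deshi, adjusted p = 0.00455 for the interaction). In controls GAPC was higher in IR20 than in Dagad deshi by 1.04 (adjusted p = 0.000547).
With the 3'/5' index as a term of the fit, chosen after seeing the data, the 6 h change of GAPC was 0.66 in Dagad deshi (adjusted p = 0.00162) and -0.08 in IR20 (adjusted p = 0.552), and the 3 h change was 0.75 in Dagad deshi (adjusted p = 0.000697) and -0.34 in IR20 (adjusted p = 0.0117). The 6 h difference between the cultivars' responses was -0.73 and that between the controls 0.71 in this fit (adjusted p = 0.000473 and 4.6e-05). GAPDH control probe sets are a part of the index, so the values of GAPC in this fit need not be independent of it. The 6 h call of GAPC in IR20 was lost without IR20 control replicate 2 (a change of 0.35, adjusted p = 0.148), without 6 h replicate 1, 2 or 3 of IR20 (changes of 0.54, 0.51 and 0.49, adjusted p = 0.0533, 0.068 and 0.0811) and in a fit on only the groups compared (0.51, adjusted p = 0.0507), which also ended the call between the controls (1.04, adjusted p = 0.0707).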

**Fig. 1:**
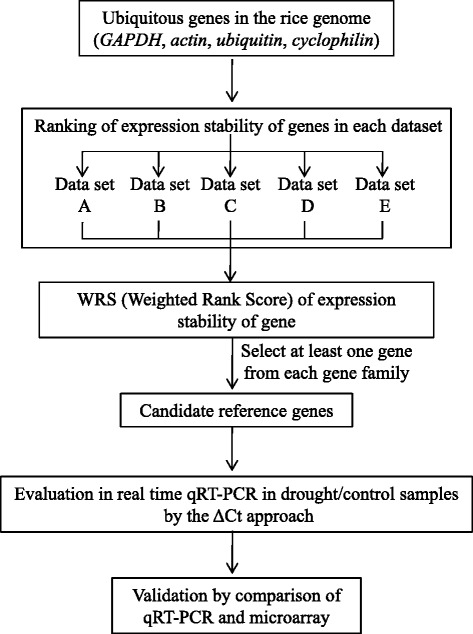
Schematic workflow used for reference gene identification. Expression of genes from four gene families were mined from five different microarray datasets (definitions of the datasets shown in Additional file 2: Table S1). Determination of each gene’s WRS is described in the Materials and Methods (Additional file 1). Ten candidate genes were selected based on their WRS and tested in qRT-PCR. The stabilities of the genes were then assessed using the ∆Ct approach. The most reliable reference genes were validated by the comparison of qRT-PCR and microarray data

**Fig. 2:**
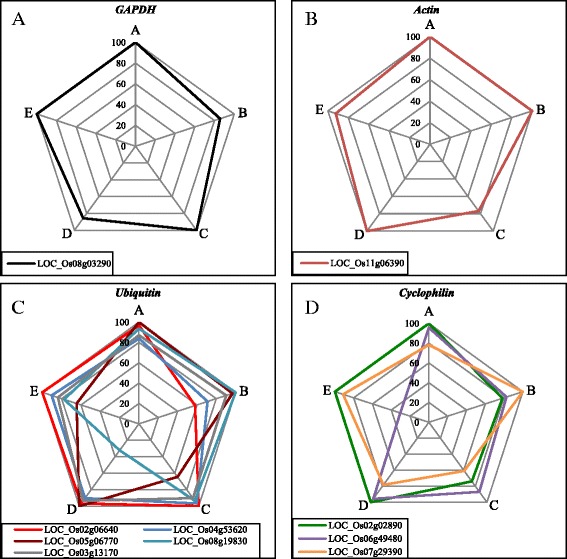
WRS of the reference gene candidates. Radar chart displays the WRS of each reference gene candidate in the five datasets (A to E in each graph). Vertices of the chart represent percentage scores of WRS calculated for genes in each gene family. The highest WRS was adjusted to 100 %. **a** *GAPDH*, **b** *actin*, **c** *ubiquitin* and **d** *cyclophilin*

The selected candidate reference genes were evaluated by qRT-PCR with the ΔCt approach. Multiple tissue samples (leaves and roots) from two genotypes (IR64 and WAB 56–104), two growth stages (IR64 in seedling stage and WAB 56–104 in reproductive stage), and stressed at different water availabilities were used for the analysis (Additional file 2). The qRT-PCR products were verified via dissociation curve experiments to see a single product peak for all (Additional file 6: Figure S2). Single genes as well as different gene combinations (up to four genes) were assessed for their expression stability via their mean ∆Ct standard deviation (SD). The top 10 results of single, 2-, 3- and 4-gene categories were tabulated (Table 1). The best single, 2-, 3- and 4-gene references represented constant expression levels generally, but small differences at expression stability were observed (Fig. 3).

**Table 1:** Expression stability of candidate reference genes

Class^a1^	Reference gene	Mean SD of ∆Ct	Rank on expression stability	
			in class^b2^	in total^c3^
Single	LOC_Os03g13170	0.871	1	305
	LOC_Os05g06770	0.929	2	336
	LOC_Os08g03290	0.942	3	342
	LOC_Os06g49480	1.073	4	366
	LOC_Os08g19830	1.093	5	368
	LOC_Os07g29390	1.159	6	373
	LOC_Os11g06390	1.332	7	381
	LOC_Os04g53620	1.561	8	382
	LOC_Os02g06640	1.795	9	384
	LOC_Os02g02890	1.862	10	385
2-gene	LOC_Os08g03290/LOC_Os08g19830	0.714	1	102
	LOC_Os11g06390/LOC_Os08g03290	0.760	2	183
	LOC_Os08g03290/LOC_Os05g06770	0.760	3	185
	LOC_Os08g03290/LOC_Os03g13170	0.773	4	203
	LOC_Os06g49480/LOC_Os08g03290	0.786	5	223
	LOC_Os07g29390/LOC_Os05g06770	0.795	6	239
	LOC_Os07g29390/LOC_Os03g13170	0.827	7	270
	LOC_Os04g53620/LOC_Os08g19830	0.834	8	274
	LOC_Os06g49480/LOC_Os02g06640	0.844	9	281
	LOC_Os03g13170/LOC_Os08g19830	0.856	10	290
3-gene	LOC_Os07g29390/LOC_Os06g49480 /LOC_Os02g06640	0.684	1	49
	LOC_Os06g49480/LOC_Os02g06640 /LOC_Os03g13170	0.686	2	54
	LOC_Os08g03290/LOC_Os05g06770 /LOC_Os08g19830	0.697	3	71
	LOC_Os02g02890/LOC_Os03g13170 /LOC_Os08g19830	0.698	4	75
	LOC_Os06g49480/LOC_Os08g03290 /LOC_Os02g06640	0.699	5	77
	LOC_Os06g49480/LOC_Os02g06640 /LOC_Os05g06770	0.702	6	80
	LOC_Os07g29390/LOC_Os02g06640 /LOC_Os05g06770	0.705	7	86
	LOC_Os02g06640/LOC_Os03g13170 /LOC_Os05g06770	0.708	8	88
	LOC_Os02g02890/LOC_Os05g06770 /LOC_Os08g19830	0.708	9	89
	LOC_Os08g03290/LOC_Os03g13170 /LOC_Os08g19830	0.708	10	91
4-gene	LOC_Os02g02890/LOC_Os08g03290 /LOC_Os05g06770/LOC_Os08g19830	0.618	1	1
	LOC_Os02g02890/LOC_Os08g03290 /LOC_Os03g13170/LOC_Os08g19830	0.621	2	2
	LOC_Os07g29390/LOC_Os06g49480 /LOC_Os02g06640/LOC_Os05g06770	0.622	3	3
	LOC_Os11g06390/LOC_Os02g02890 /LOC_Os06g49480/LOC_Os08g03290	0.626	4	4
	LOC_Os07g29390/LOC_Os06g49480 /LOC_Os02g06640/LOC_Os03g13170	0.627	5	5
	LOC_Os02g02890/LOC_Os06g49480 /LOC_Os08g03290/LOC_Os08g19830	0.627	6	6
	LOC_Os07g29390/LOC_Os02g06640 /LOC_Os03g13170/LOC_Os05g06770	0.630	7	7
	LOC_Os11g06390/LOC_Os02g02890 /LOC_Os08g03290/LOC_Os03g13170	0.631	8	8
	LOC_Os11g06390/LOC_Os02g02890 /LOC_Os08g03290/LOC_Os05g06770	0.634	9	9
	LOC_Os07g29390/LOC_Os06g49480 /LOC_Os08g03290/LOC_Os02g06640	0.639	10	10

^a^1 Category of reference genes

^b^2 Rank in the same number of reference genes

^c^3 Rank among all the reference genes tested

**Fig. 3:**
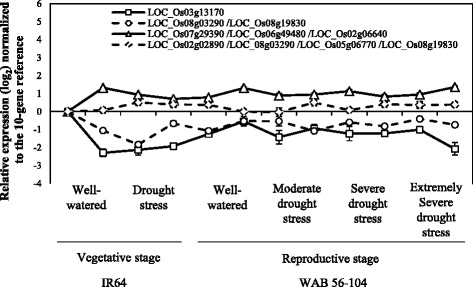
Gene expression patterns of the best different gene/gene combinations. Relative expression level was determined by the 10-gene reference and normalized by the roots of IR64 under well-watered condition. X-axis shows the different samples, and Y-axis shows the expression in log_2_ scale. Error bar represents the standard error for each data point (*n* = 3). R: roots, S: shoots, L: flag leaves

A *ubiquitin* isogene (LOC_Os03g13170) represented the highest stability as a single gene reference. Among the 2-gene combinations, the pair of a *GAPDH* (LOC_Os08g03290) and another *ubiquitin* isogene (LOC_Os08g19830) had the best expression stability. Among the 3-gene combinations, two *cyclophilin* genes (LOC_Os07g29390, LOC_Os06g49480) and yet another *ubiquitin* isogene (LOC_Os02g06640) showed the best expression stability. Finally, among the 4-gene combinations, the set of a *cyclophilin* (LOC_Os02g02890) the *GAPDH* (LOC_Os08g03290) and two *ubiquitin* isogenes (LOC_Os05g06770 and LOC_Os08g19830) was the most stable reference (Table 1). The reason why different ubiquitin isogenes were extracted in the above listed best reference genes could be explained by the idea that most ubiquitously expressed genes showed divergent expressions and a combination of multiple genes minimized such divergence.

In order to validate the best reference gene/combinations above, qRT-PCR results from our previous study (Dixit et al. 2015) were recomputed. Gene expression was quantified using the ∆∆Ct method (Livak and Schmittgen 2001). The expression values were compared to our microarray data (Dixit et al. 2015; GSE78504; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE78504). Expressions of eight drought tolerance candidate genes identified in *qDTY*_*12.1*_ were analyzed in roots at seedling stage. We observed a definite trend between the fold-change of expression values in all the four sets of reference genes (Fig. 4). Six out of the 8 genes were observed to have concordance between the qRT-PCR and microarray results after omitting the two outlier data points to reduce their effect on the analysis. The most reliable reference was determined via the goodness of fit to a “y = x” line. This was measured by calculating the residual variance (RV) for each plot, with the RV value being inversely proportional to the concordance between the qRT-PCR and microarray data. Using a single gene reference resulted in an RV of 1.48. The 2-gene combination yielded 1.20; the 3-gene combination, 1.17, and the 4-gene combination, 1.31 (Fig. 4). These results indicated that the degrees of reliability when compared to microarray data were similar in each of the four reference gene approach, but the 3-gene combination offered the best result.

**Fig. 4:**
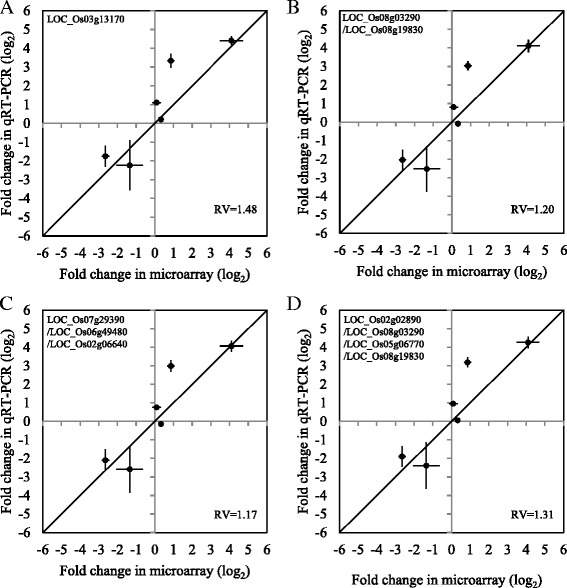
Comparison of qRT-PCR and microarray data of candidate genes from *qDTY*_*12.1*_. Each scatterplot represents a comparison of the qRT-PCR results of the 6 candidate genes normalized using different reference gene combinations. The X-axis displays the fold-change of expression values from control to stressed conditions from the microarray data, while the Y-axis displays the fold-change of expression values from control to stressed conditions in the qRT-PCR. **a** Single reference gene, **b** 2-reference gene combination, **c** 3-reference gene combination, **d** 4-reference gene combination. The RV for each graph was shown at the bottom right corner of each graph. The values for the X and Y- axes are shown in log_2_ scale

A number of publications exist about particular genes, and various statistical treatments, which can lead to dependable qRT-PCR results (Kozera and Rapacz 2013). Statistical veracity in assessing gene expression by qRT-PCR is an important component of the technique (Vandesompele et al. 2002; Silver et al. 2006). These methods suggested the superiority of multiple reference genes-based analysis to improve qRT-PCR accuracy, and recently Campo et al. (2014) applied a combination of reference genes to monitor dependable expression of their target genes. Utilization of multiple reference genes is a way to relieve the effect of expression variability of single reference genes (Vandesompele et al. 2002). A single reference gene tends to show higher expression variability due to a number of biological factors, but additional reference genes, which are differentially dependent on those factors, could cancel such effects. In this study, we used different combinations of reference genes in order to determine the most reliable gene combination. Based on the mean SD of ∆Ct, the expression stability of the reference increased as more reference genes were used (Table 1). Notably, only the 2-gene and 4-gene combinations have common genes between the different numbers of reference genes used. On the other hand, some single reference genes showed low expression stability. These results indicated the necessity of appropriate reference gene selection for more accurate analysis of gene expression.

Several statistical algorithms have been applied to validate reference genes in plants (Gue´nin et al. 2009; Saha and Blumwald 2014). The algorithms can be classified into two categories: one evaluates absolute Ct values among reference genes such as CV and one-way ANOVA; the other measures pair wise variations of Ct values among genes such as geNorm and the ΔCt approach. The first strategy is robust when mRNA content per total RNA is identical among samples compared, but fails when it differs. The second strategy overcomes this shortcoming, although the estimated gene expression stabilities may include some errors (Guenin et al. 2009). Application of the ∆Ct approach pointed to LOC_Os03g13170 as the most stable reference gene, in accordance with the results from geNorm (data not shown). The reliability of the best reference gene was validated by comparison between the qRT-PCR and the microarray result (Fig. 4).

Jain et al. (2006) documented a *ubiquitin* (*UBQ5*) and *eEF-1*α as the best reference genes to be used. Moraes et al. (2015) reported another *ubiquitin* (*UBQ10*) as the best reference. In the present study, another *ubiquitin* (LOC_Os03g13170) was observed to be the best single reference. However, multiple reference genes showed higher expression stabilities and higher reliability. The best reference gene combinations found in this study, to our knowledge, are not reported yet. These combinations were discovered by exhausting all possible combinations of the candidate reference genes. The best single reference gene was not included in the most stable gene combinations (Table 1). As such, it should not be assumed that combining other genes to a relatively stable reference will automatically yield a better reference.

In conclusion, we identified reference genes for relative quantification of transcript across rice samples under drought conditions, according to their broad expression stability under different variables. Our study indicated that the 3-reference gene combination was the most reliable. Most importantly, some isogenes we identified as broadly stable were different from the ones commonly used as reference genes. This study provides a basis for quantifying gene expression with high accuracy, leading to identification of drought regulated genes, and further leading to better understanding of drought tolerance mechanisms in plants. The identified reference genes are useful to gain insights into regulation of candidate genes against drought stress in rice. In addition, we present an efficient method for screening reference genes and their combinations.

## Abbreviations

Ct, threshold cycle; CV, coefficient of variation; GAPDH, glyceraldehyde 3-phosphate dehydrogenase; mRNA, messenger ribonucleic acid; qRT-PCR, quantitative reverse transcription polymerase chain reaction; RNA, ribonucleic acid; RV, residual variance; SD, standard deviation; WRS, weighted rank score

## Additional files

Additional file 1: Materials and Methods. (PDF 1028 kb) Additional file 2: Table S1. List of publicly available microarray data experiments and their samples used for this study. (XLSX 24 kb) Additional file 3: Table S2. Weighted rank score of gene members of commonly used reference gene families. (XLSX 18 kb) Additional file 4: Table S3. Primers information used in this study. (XLSX 9 kb) Additional file 5: Figure S1. Expression of the 10 selected reference genes in the microarray datasets. (PDF 1031 kb) Additional file 6: Figure S2. Dissociation curves of the reference gene primers products.

# Supplementary material for: Reference genes for accurate gene expression analyses across different tissues, developmental stages and genotypes in rice for drought tolerance
**Source:** Rice (N Y). 2016 Jul 18;9:32. doi: 10.1186/s12284-016-0104-7
**Supplement:** Additional file 1: — Materials and Methods.

Materials and Methods

Analysis of public microarray data

We collected microarray data sets from NCBI Gene Expression Omnibus (Edgar et al. 2002). The data contains 11 sets of rice drought studies, which are comprised of expression profiles in various genotypes, different growth stages from seedling to reproductive stage and different organs under normal and drought stress conditions (Table S1). The data were categorized into 5 sets according to the microarray platform and data normalization status. For the Affymetrix microarray data (platform: GPL2025), raw data (CEL file format) were downloaded, and global normalization was applied via Robust Multi-array Average (RMA) (Irizarry et al. 2003). 

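RMA starts from the probe intensities of the CEL files, subtracts background, gives every array the same distribution of values and fits 1 value per probe set on the log2 scale. The deposited table of the 18 seedling arrays was made otherwise and holds 1 linear intensity per probe set, so the RMA step of the paper could not be repeated from it. Upper quartile intensities ranged from 195 to 223 between the arrays. The median SD between replicates was 0.10 log2 units in Dagad deshi controls and 0.09 in IR20 controls, and 0.05 to 0.07 in the 4 drought groups.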

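In the table of probe sets used for the 18 seedling arrays, 22436 of 57381 probe sets carry 1 gene of the RefSeq annotation, 95 carry several and 34850 carry none. Of the probe sets with 1 gene, 3192 have a gene whose name is more than its number, and these stand for 2457 genes. The gene models of the Rice Genome Annotation Project are not given in that table, so the families were read from RefSeq names.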

Probe sets corresponding to only one gene model from the Rice Genome Annotation Project (Kawahara et al. 2013) were selected for the present study. For the NimbleGen Rice 3'-Tiling Microarray (platform: GPL15594 and GPL7344), the data was summarized by calculating the average of probe signals for each gene per chip. For the Agilent microarray data (platform: GPL7252), the data was subjected to per chip quantile normalization by using the limma R statistical package (Ritchie et al. 2015). Log₂-transformed signals were defined as normalized gene expression.

Genes in the 4 gene families, *GAPDH*, *actin*, *ubiquitin* and *cyclophilin*, were mined from the functional annotation in the gene model of Rice Genome Annotation Project and the Rice Annotation Project Database (RAP-DB; <http://rapdb.dna.affrc.go.jp/>). Several genes in these 4 gene families were defined as potential ubiquitous genes in

this study; i.e. 7 of *GAPDH*, 13 of *actin*, 31 of *ubiquitin* and 23 of *cyclophilin*. (Table S2). As an index of gene expression stability, CV of normalized gene expression in a dataset was calculated for each gene using Microsoft Excel. 

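A CV of log2 values is the SD divided by the mean, so a transcript with a high mean level has a lower CV at the same SD. The paper states, for Ct values, that measures such as the CV fail where mRNA content per total RNA differs. Such a difference was not tested here, and levels of dap, a transcript added to the RNA, differed between groups. Among the actin genes of the 18 seedling arrays, ACT3 had a CV of 3.02%, ACT1 3.30%, ACT2 4.46% and ACT7 4.68%. Among the ubiquitin genes, UBQ1 had 1.85%, RPS27AB 1.89%, RPS27AA 2.52%, UBQ4 3.63%, UBQ2 4.95% and UBQ5 10.1%. On linear intensities the CV was 18.5% for UBQ1 and 18.4% for RPS27AB, which changes their order. Among the 12 drought arrays alone, chosen after seeing the data, ACT3 had 0.992% and UBQ1 0.82%. Each gene was read from its probe set with the highest mean, and with all probe sets averaged the CV of ACT3 was 4.55% and that of ACT1 3.79%.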

The rank was assigned to genes according to their CV by using the rank function in Excel, with the lowest CV garnering the highest score in each gene family. The ranks were used to screen stably expressed genes across the 5 different microarray datasets by calculating a weighted rank score (WRS), which reflects variety of samples in each microarray data set. WRS in each data set was given by following the equation

$$WRS = R * (n_g + n_e + n_d + n_o)$$

R denotes the rank in the data set. n_g (number of genotypes), n_e (number of environmental conditions), n_d (number of developmental stages), and n_o (number of organs) were counted in the dataset.

WRS in the 5 datasets were averaged per each gene (Table S2), and it was compared among each gene family members. We assume that a smaller WRS represents a more stable gene expression across microarray data.

Plant Materials

Seeds from *IR64* (*Oryza sativa* L. var. *indica*) were germinated in moist filter paper at 30°C for 5 days. Following germination, these were sown in potted soil and grown in a greenhouse with temperature control under normal lighting conditions in the International Rice Research Institute (Los Baños, Laguna,

14°10'11.81"N,121°15'39.22"E) for 4 weeks from April to May 2015. Drought stress was applied by stopping irrigation for 10 days until leaf rolling was observed and soil moisture content was reduced to approximately 15%. A control treatment comprising of well-watered plants was kept by maintaining enough water content throughout the drought stress. Volumetric soil water content was monitored using ML3 ThetaProbe Soil Moisture Sensor (Delta-T Devices Ltd.). Three biological replicates each for shoots and roots were collected for each treatment. These were frozen in liquid nitrogen and stored at -80°C.

A tropical japonica cultivar *WAB 56-104*, a parental line for NERICA (New Rice For Africa), was grown in a greenhouse of the International Rice Research Institute in 2015. Germinating seeds were planted in a soil of 30 cm height plastic plots in January. When plants were at the booting stage in March, irrigation was stopped, and volumetric soil water content was monitored to prepare samples under progressive drought stress. Roots and flag leaves were collected at 0, 3, 5 and 7 days after initiation of stress. The soil moisture content was 50% (the maximum), 30%, 20% and 15%, respectively. Flag leaves and roots were collected with 3 biological replicates for each treatment. The samples were frozen in liquid nitrogen and stored at -80°C.

RNA preparation

Total RNA was extracted from frozen samples by using the PureLink Plant RNA Purification Reagent (Invitrogen, Thermo Fisher Scientific Inc., USA) as per the manufacturer's instructions. Total RNA was subjected to DNase I digestion to

eliminate contamination of DNA by using TURBO DNA-free Kit (Invitrogen, Thermo Fisher Scientific Inc., USA). The extracted RNA samples were analyzed using a Nano Drop 2000c spectrophotometer (NanoDrop Technologies), and the absorbance (A) in 230, 260 and 280 nm were measured. RNA samples with A_{260}/A_{280} ratio between 1.9 to 2.1 and A_{260}/A_{230} ratio greater than 2.0 were used for first strand cDNA synthesis and further qRT-PCR analysis.

qRT-PCR assay

For *IR64* samples, 4 µg of total RNA was used for 1st strand cDNA synthesis with oligo d(T)₁₅ primer using the ImProm-II Reverse transcription system (Promega Corporation, Madison, USA) according to the manufacturer's instructions. *IR64* cDNA samples were diluted 5-fold and used as a template for each qRT-PCR assay. For *WAB 56-104*, 100 ng and 500 ng of total RNA in roots and leaves, respectively, were employed for 1st strand cDNA synthesis. *WAB 56-104* cDNA samples were then diluted 10-fold and used as a template for each qRT-PCR assay.

For *IR64* samples, a 10 µl reaction volume consisted of 1 µl of diluted cDNA, 5 µl of 2X SYBR Select PCR master mix (Applied Biosystems, Thermo Fisher Scientific Inc., USA) and 0.4 µl of 10mM primer for each primer pair. Four µl of diluted cDNA was used for *WAB 56-104*. The reaction conditions followed this protocol: 50°C for 2 minutes, 95°C for 4 minutes, then 40 cycles of 95°C for 10 seconds and 60°C for 30 seconds. Dissociation curve analysis was done for the *IR64* seedling stage samples by subjecting the PCR samples to 60°C to 95°C at 1% temperature ramp speed.

Each assay was carried out with two technical replicates for each biological replicate. Ct values were determined by the 7500 Fast Software v2.3 (Applied Biosystems, USA). The threshold level was automatically set at 10 times of the standard deviation of the fluorescence value of the baseline. Ct values in the same biological replicate were averaged into the representative Ct value, and these were then used for statistical analysis.

Primer information

Transcript sequences of the reference genes assayed were retrieved from the Rice Genome Annotation Project and then used to design gene-specific primers using Primer-BLAST from the NCBI website (Ye et al. 2012; <http://www.ncbi.nlm.nih.gov/tools/primer-blast/>) with the following parameters: product length of 75-100 bp, melting temperature of 60°C and GC content of 40 to 60%. Sequence specificity of the primers was tested through a BLAST search against the *Oryza sativa* var. *japonica* sequence.

Statistical analysis by the Δ Ct approach

Δ Ct approach, documented by Silver et al. (2006), was applied to evaluate gene expression stability. In brief, this method employs average of standard deviation of Δ Ct among all the reference genes tested as an expression stability index. In this analysis, we tested plural (up to 4 genes) reference genes. Mean SD of Δ Ct was calculated by an in-house Perl script. Geometric mean of Ct values was applied to

calculate ΔC_t value of each plural reference gene set as following the method of Vandesompele et al. (2002).

Analysis of microarray data at a seedling stage

We applied in-house rice microarray data generated from *IR64* seedling stage roots under well watered and drought stressed condition (Dixit et al. 2015). The microarray was designed in 56K Agilent rice microarray platform (60K $\times$ 8-plex format), which allows monitoring 52,901 rice genes that are corresponding to rice gene model MSU 7.0. The microarray TIF images were processed to run batch extractions by choosing appropriate grid using Agilent's Feature Extraction Software version 11.5.1.1. Raw signal intensities were converted into $\log_2$ expression values, and per chip quantile normalization was carried out for each organ by using limma R statistical package (Ritchie et al. 2015).

Reference for Materials and Methods

Dixit S, Biswal AK, Min A, Henry A, Oane RH, Raorane ML, Longkumer T, Pabuayon IM, Mutte SK, Vardarajan AR, Miro B, Govindan G, Albano-Enriquez B, Pueffeld M, Sreenivasulu N, Slamet-Loedin I, Sundarvelpandian K, Tsai YC, Raghuvanshi S, Hsing YC, Kumar A, Kohli A (2015) Action of multiple intra-QTL genes concerted around a co-localized transcription factor underpins a large effect QTL. *Sci Rep* 5: 15183

Edgar R, Domrachev M, Lash AE (2002) Gene Expression Omnibus: NCBI gene

168 expression and hybridization array data repository. *Nucleic Acids Res* 30: 207-210
 169 Irizarry RA, Hobbs B, Collin F, Beazer-Barclay YD, Antonellis KJ, Scherf U, Speed
 170 TP (2003) Exploration, normalization, and summaries of high density oligonucleotide
 171 array probe level data. *Biostatistics* 4: 249-264
 172 Kawahara Y, de la Bastide M, Hamilton JP, Kanamori H, McCombie WR, Ouyang S,
 173 Schwartz DC, Tanaka T, Wu J, Zhou S, Childs KL, Davidson RM, Lin H,
 174 Quesada-Ocampo L, Vaillancourt B, Sakai H, Lee SS, Kim J, Numa H, Itoh T, Buell
 175 CR, Matsumoto T (2013) Improvement of the *Oryza sativa* Nipponbare reference
 176 genome using next generation sequence and optical map data. *Rice* 6: 4
 177 Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W, Smyth GK (2015) limma
 178 powers differential expression analyses for RNA-sequencing and microarray studies.
 179 *Nucleic Acids Res* 43: e47
 180 Silver N, Best S, Jiang J, Thein SL (2006) Selection of housekeeping genes for gene
 181 expression studies in human reticulocytes using real-time PCR. *BMC Mol Biol* 7: 33
 182 Vandesompele J, De Preter K, Pattyn F, Poppe B, Van Roy N, De Paepe A, Speleman
 183 F (2002) Accurate normalization of real-time quantitative RT-PCR data by geometric
 184 averaging of multiple internal control genes. *Genome Biol* 3: research0034
 185 doi:10.1186/gb-2002-3-7-research0034
 186 Ye J, Coulouris G, Zaretskaya I, Cutcutache I, Rozen S, Madden TL (2012)
 187 Primer-BLAST: A tool to design target-specific primers for polymerase chain reaction.

# Supplementary material for: Reference genes for accurate gene expression analyses across different tissues, developmental stages and genotypes in rice for drought tolerance
**Source:** Rice (N Y). 2016 Jul 18;9:32. doi: 10.1186/s12284-016-0104-7
**Supplement:** Additional file 5: Figure S1. — Expression of the 10 selected reference genes in the microarray datasets.

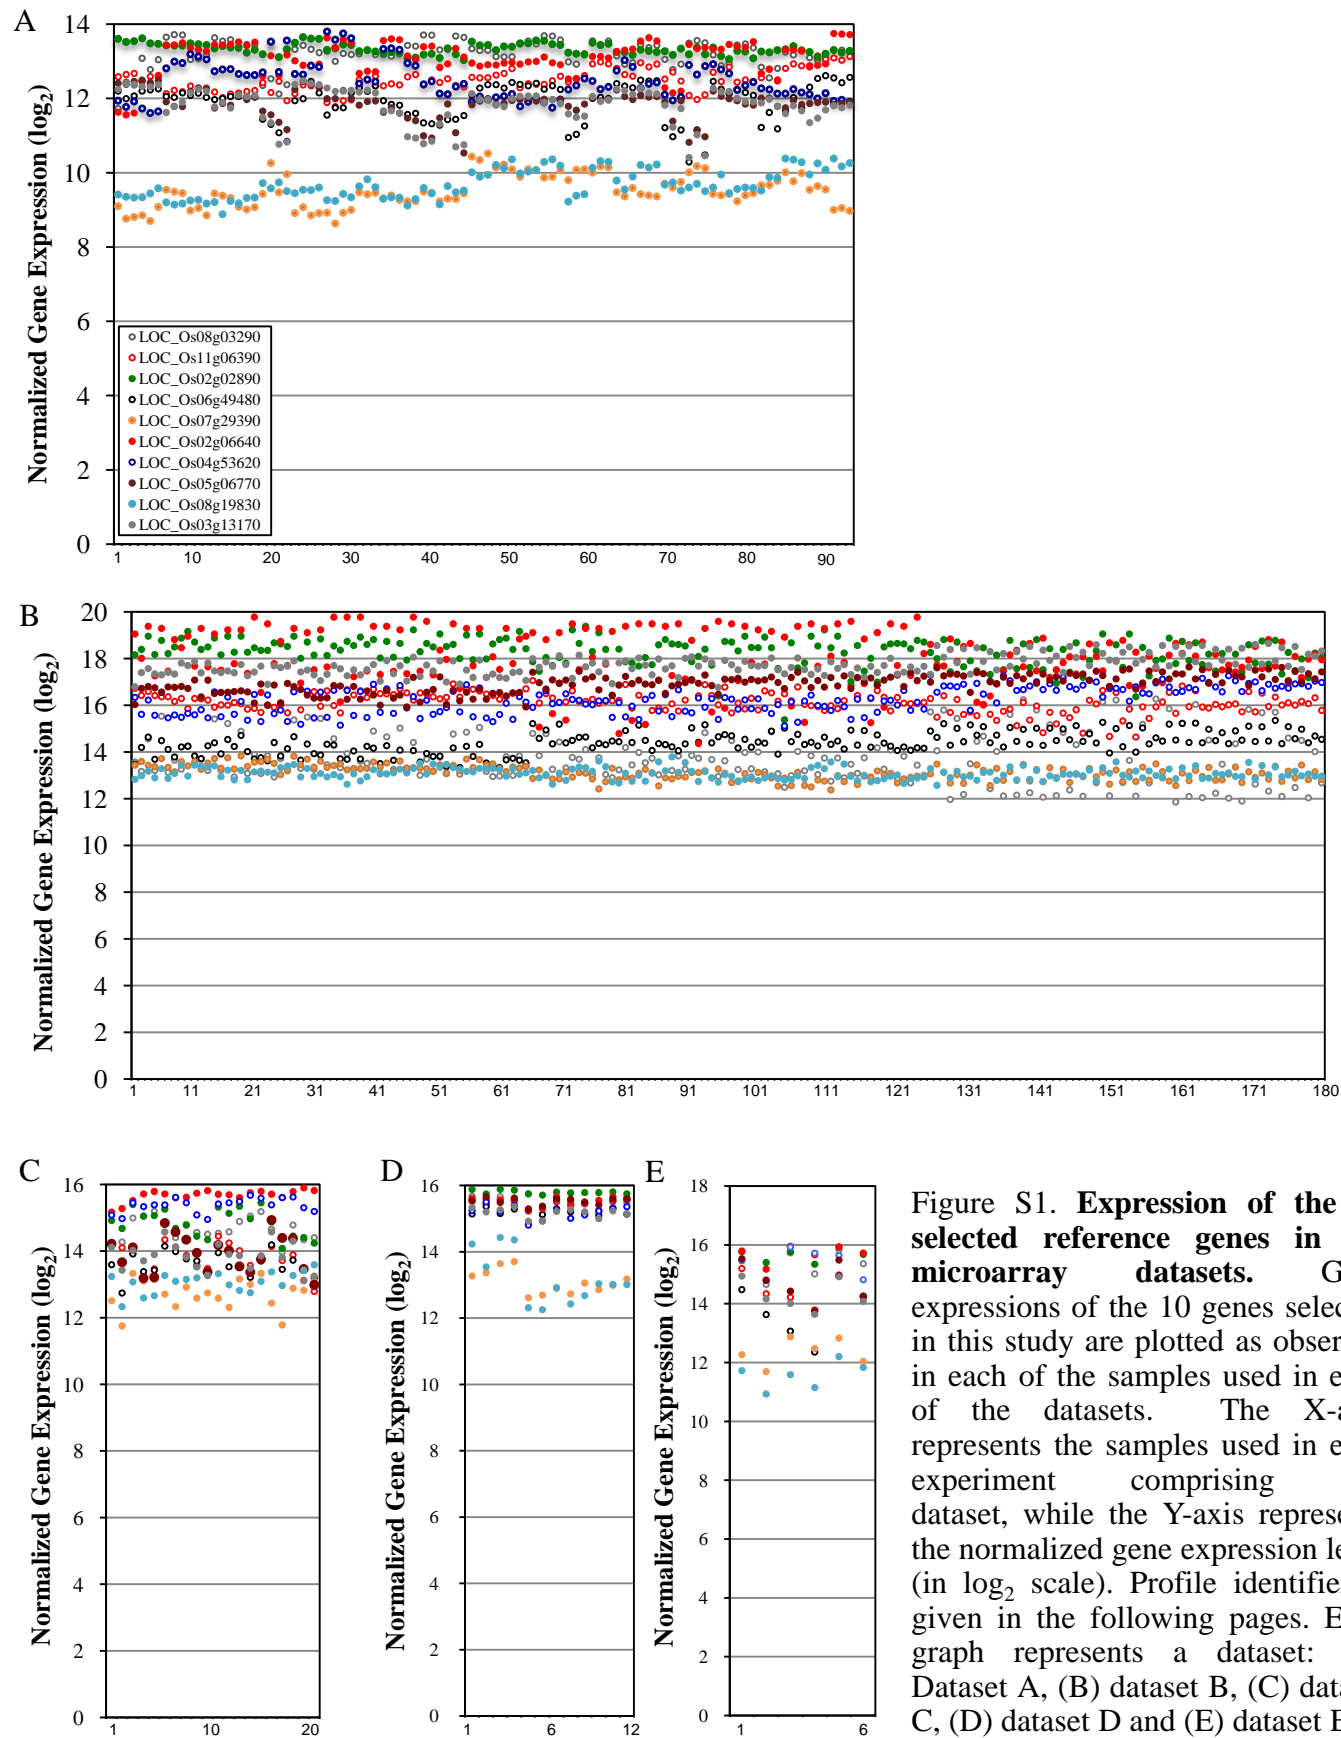

Figure S1

Data set A

1: GSM1020924, 2: GSM1020925, 3: GSM1020926, 4: GSM1020927, 5: GSM1020928, 6: GSM1020929, 7: GSM1020930, 8: GSM1020931, 9: GSM1020932, 10: GSM1020933, 11: GSM1020934, 12: GSM1020935, 13: GSM1020936, 14: GSM1020937, 15: GSM1020938, 16: GSM1020939, 17: GSM1020940, 18: GSM1020941, 19: GSM1525099, 20: GSM1525100, 21: GSM1525101, 22: GSM1525102, 23: GSM1574612, 24: GSM1574613, 25: GSM1574614, 26: GSM1574615, 27: GSM1574616, 28: GSM1574617, 29: GSM1574618, 30: GSM1574619, 31: GSM159259, 32: GSM159260, 33: GSM159261, 34: GSM159262, 35: GSM159263, 36: GSM159264, 37: GSM540080, 38: GSM540081, 39: GSM540082, 40: GSM540083, 41: GSM540084, 42: GSM540085, 43: GSM540086, 44: GSM540087, 45: GSM591761, 46: GSM591762, 47: GSM591763, 48: GSM591764, 49: GSM591765, 50: GSM591766, 51: GSM591767, 52: GSM591768, 53: GSM591769, 54: GSM591770, 55: GSM591771, 56: GSM591772, 57: GSM645322, 58: GSM645323, 59: GSM645324, 60: GSM645325, 61: GSM645326, 62: GSM645327, 63: GSM645328, 64: GSM645329, 65: GSM645330, 66: GSM645331, 67: GSM645332, 68: GSM645333, 69: GSM645334, 70: GSM645335, 71: GSM645336, 72: GSM645337, 73: GSM645338, 74: GSM645339, 75: GSM645340, 76: GSM645341, 77: GSM645342, 78: GSM645343, 79: GSM645344, 80: GSM645345, 81: GSM645346, 82: GSM645347, 83: GSM645348, 84: GSM645349, 85: GSM645350, 86: GSM645351, 87: GSM645352, 88: GSM645353, 89: GSM645354, 90: GSM645355, 91: GSM645356, 92: GSM645357

Data set B

1: GSM755170 Cy3, 2: GSM755170 Cy5, 3: GSM755171 Cy3, 4: GSM755171 Cy5, 5: GSM755172 Cy3, 6: GSM755172 Cy5, 7: GSM755173 Cy3, 8: GSM755173 Cy5, 9: GSM755174 Cy3, 10: GSM755174 Cy5, 11: GSM755175 Cy3, 12: GSM755175 Cy5, 13: GSM755176 Cy3, 14: GSM755176 Cy5, 15: GSM755177 Cy3, 16: GSM755177 Cy5, 17: GSM755178 Cy3, 18: GSM755178 Cy5, 19: GSM755179 Cy3, 20: GSM755179 Cy5, 21: GSM755180 Cy3, 22: GSM755180 Cy5, 23: GSM755181 Cy3, 24: GSM755181 Cy5, 25: GSM755182 Cy3, 26: GSM755182 Cy5, 27: GSM755183 Cy3, 28: GSM755183 Cy5, 29: GSM755184 Cy3, 30: GSM755184 Cy5, 31: GSM755185 Cy3, 32: GSM755185 Cy5, 33: GSM755186 Cy3, 34: GSM755186 Cy5, 35: GSM755187 Cy3, 36: GSM755187 Cy5, 37: GSM755188 Cy3, 38: GSM755188 Cy5, 39: GSM755189 Cy3, 40: GSM755189 Cy5, 41: GSM755190 Cy3, 42: GSM755190 Cy5, 43: GSM755191 Cy3, 44: GSM755191 Cy5, 45: GSM755192 Cy3, 46: GSM755192 Cy5, 47: GSM755193 Cy3, 48: GSM755193 Cy5, 49: GSM755194 Cy3, 50: GSM755194 Cy5, 51: GSM755195 Cy3, 52: GSM755195 Cy5, 53: GSM755196 Cy3, 54: GSM755196 Cy5, 55: GSM755197 Cy3, 56: GSM755197 Cy5, 57: GSM755198 Cy3, 58: GSM755198 Cy5, 59: GSM755199 Cy3, 60: GSM755199 Cy5, 61: GSM755378 Cy3, 62: GSM755378 Cy5, 63: GSM755379 Cy3, 64: GSM755379 Cy5, 65: GSM755380 Cy3, 66: GSM755380 Cy5, 67: GSM755381 Cy3, 68: GSM755381 Cy5, 69: GSM755382 Cy3, 70: GSM755382 Cy5, 71: GSM755383 Cy3, 72: GSM755383 Cy5, 73: GSM755384 Cy3, 74: GSM755384 Cy5, 75: GSM755385 Cy3, 76: GSM755385 Cy5, 77: GSM755386 Cy3, 78:

GSM755386 Cy5, 79: GSM755387 Cy3, 80: GSM755387 Cy5, 81: GSM755388 Cy3, 82: GSM755388 Cy5, 83: GSM755389 Cy3, 84: GSM755389 Cy5, 85: GSM755390 Cy3, 86: GSM755390 Cy5, 87: GSM755391 Cy3, 88: GSM755391 Cy5, 89: GSM755392 Cy3, 90: GSM755392 Cy5, 91: GSM755393 Cy3, 92: GSM755393 Cy5, 93: GSM755394 Cy3, 94: GSM755394 Cy5, 95: GSM755395 Cy3, 96: GSM755395 Cy5, 97: GSM755396 Cy3, 98: GSM755396 Cy5, 99: GSM755397 Cy3, 100: GSM755397 Cy5, 101: GSM755398 Cy3, 102: GSM755398 Cy5, 103: GSM755399 Cy3, 104: GSM755399 Cy5, 105: GSM755400 Cy3, 106: GSM755400 Cy5, 107: GSM755401 Cy3, 108: GSM755401 Cy5, 109: GSM755402 Cy3, 110: GSM755402 Cy5, 111: GSM755403 Cy3, 112: GSM755403 Cy5, 113: GSM755404 Cy3, 114: GSM755404 Cy5, 115: GSM755405 Cy3, 116: GSM755405 Cy5, 117: GSM755406 Cy3, 118: GSM755406 Cy5, 119: GSM755407 Cy3, 120: GSM755407 Cy5, 121: GSM755494 Cy3, 122: GSM755494 Cy5, 123: GSM755495 Cy3, 124: GSM755495 Cy5, 125: GSM755496 Cy3, 126: GSM755496 Cy5, 127: GSM755497 Cy3, 128: GSM755497 Cy5, 129: GSM755498 Cy3, 130: GSM755498 Cy5, 131: GSM755499 Cy3, 132: GSM755499 Cy5, 133: GSM755500 Cy3, 134: GSM755500 Cy5, 135: GSM755501 Cy3, 136: GSM755501 Cy5, 137: GSM755502 Cy3, 138: GSM755502 Cy5, 139: GSM755503 Cy3, 140: GSM755503 Cy5, 141: GSM755504 Cy3, 142: GSM755504 Cy5, 143: GSM755505 Cy3, 144: GSM755505 Cy5, 145: GSM755506 Cy3, 146: GSM755506 Cy5, 147: GSM755507 Cy3, 148: GSM755507 Cy5, 149: GSM755508 Cy3, 150: GSM755508 Cy5, 151: GSM755509 Cy3, 152: GSM755509 Cy5, 153: GSM755510 Cy3, 154: GSM755510 Cy5, 155: GSM755511 Cy3, 156: GSM755511 Cy5, 157: GSM755512 Cy3, 158: GSM755512 Cy5, 159: GSM755513 Cy3, 160: GSM755513 Cy5, 161: GSM755514 Cy3, 162: GSM755514 Cy5, 163: GSM755515 Cy3, 164: GSM755515 Cy5, 165: GSM755516 Cy3, 166: GSM755516 Cy5, 167: GSM755517 Cy3, 168: GSM755517 Cy5, 169: GSM755518 Cy3, 170: GSM755518 Cy5, 171: GSM755519 Cy3, 172: GSM755519 Cy5, 173: GSM755520 Cy3, 174: GSM755520 Cy5, 175: GSM755521 Cy3, 176: GSM755521 Cy5, 177: GSM755522 Cy3, 178: GSM755522 Cy5, 179: GSM755523 Cy3, 180: GSM755523 Cy5,

Data set C

1: GSM935204, 2: GSM935205, 3: GSM935206, 4: GSM935207, 5: GSM935208, 6: GSM935209, 7: GSM935210, 8: GSM935211, 9: GSM935212, 10: GSM935213, 11: GSM935214, 12: GSM935215, 13: GSM935216, 14: GSM935217, 15: GSM935218, 16: GSM935219, 17: GSM935220, 18: GSM935221, 19: GSM935222, 20: GSM935223

Data set D

1: GSM362291, 2: GSM362292, 3: GSM362293, 4: GSM362294, 5: GSM362295, 6: GSM362296, 7: GSM362297, 8: GSM362298, 9: GSM362299, 10: GSM362300, 11: GSM362303, 12: GSM362342

Data set E

1: GSM790485, 2: GSM790486, 3: GSM790487, 4: GSM790488, 5: GSM790493, 6: GSM790494

How the deposited data were processed for this re-analysis (not part of the article)

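The samples were 18 Affymetrix rice arrays of 7-day-old seedlings of the cultivars Dagad deshi and IR20, as controls and after 3 h and 6 h of drought, with 3 labelled biological replicates in each of 6 groups. They are 18 of the 92 arrays of the paper's data set A. The qRT-PCR samples and the other microarray data sets of the paper were not among the deposited files used here.

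The authors of the series labelled RNA by a 3' method, scanned the arrays and deposited 1 linear intensity per probe set. GCOS is named without a version, and the summarization and the normalization between arrays are not stated. The paper started from CEL files and RMA, which these values do not include. There are 57381 probe sets and the number of arrays limits the precision.

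Intensities were taken as log2 of the value plus 16. Of the control probe sets, 104 were left out and 19 that belong to the GAPDH, actin, ubiquitin and cyclophilin families were kept. Probe sets with a mean log2 value above the 30th percentile were tested, 40094 in all, with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a trend). The fit had 6 group means, 1 spread per probe set shared by all groups, and no other term. The control groups varied more between replicates than the drought groups. Each cultivar's drought groups were compared with its control, the controls with each other, and the responses between cultivars by an interaction. A Benjamini-Hochberg adjusted p under 0.05 was called, within each comparison. The families were tested by an F test across the 6 groups. Gene lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation. CVs used log2 values over the 18 arrays. Random steps used the seed 20160718. The fit was tested on simulated data: of 50 probe sets given a log2 change of 1, 44 were called. The simulated noise was independent and had the same SD in all groups, and few probe sets were changed, in 1 group only. In the data many probe sets were called and the controls varied more, so the simulation does not cover these conditions.

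The comparisons, tests, alternatives, the themes of the lists and the rule for named genes were set before the data were examined. The rule named every gene of the study that a table ties to a probe set, 5 genes with the largest rise and 5 with the largest fall in each drought comparison, up to 4 called members per list, 5 genes per control or interaction comparison, and the 3 members of each family with the lowest and the 3 with the highest CV. A gene counted as described where its RefSeq name was more than its number, since the tables hold no descriptions. The name patterns of the lists were written after the tables were seen and before any value of a gene was. More genes met the rule than are printed, and the printed ones, with the comparisons given for each, were chosen from them after their values were seen. Names are those of the RefSeq annotation ASM3414082v1, which has no gene model numbers of the Rice Genome Annotation Project. For this reason 1 of the 10 candidate genes, GAPC, was tied to a probe set, through its abbreviation and chromosome.

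The alternatives were quantile normalization, centring each array on its median, pseudocounts of 1 and 64, no filter and a 60th percentile filter, a constant variance prior, a replicate block, a fit on only the groups compared, a fold threshold, leaving out probe sets marked _s_at or _x_at, which can bind several transcripts, and leaving out each array. For the CVs they were also each cultivar alone, group means, all probe sets of a gene, the SD and linear values. Added after seeing the data were the 3'/5' index as a term of the fit, leaving out the 2 control arrays of the highest index, and CVs over the drought arrays. The rule for calling a CV or a pairwise value moved was also set after seeing them.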

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

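The comparison of the spike-in transcripts of the Dagad deshi control and 3 h arrays, the ratios with 16 added, those of phe and lys, the fits with the 3'/5' index as a term, the sizes of change in these fits, and the correlations with single arrays left out and the reading of them as open were chosen only after the results were seen.

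A large share of probe sets was called changed under drought: 28441 at 3 h and 28224 at 6 h in Dagad deshi, and 14768 and 18384 in IR20, of 40094 tested. The tables argue against poorer RNA integrity or labelling of the control arrays, as far as the index follows it in a straight line with 1 slope for all groups, as the cause of the rise of late embryogenesis abundant (LEA) proteins and dehydrins, which the paper did not analyse: 7 of 7 rose at 6 h in both cultivars, and 7 of 7 did so with the index as a term. As a part of the cause of the large share it cannot be told apart from drought in Dagad deshi, where across probe sets, which are not independent replicates, the change correlated with minus the slope on the 3'/5' index within IR20 by r = 0.403 at 3 h and 0.399 at 6 h, but by 0.207 and 0.243 without IR20 control replicate 2. In IR20 it cannot be told apart either, with r = 0.0635 at 3 h and 0.0148 at 6 h against slopes within Dagad deshi (0.118 and 0.0859 without Dagad deshi control replicate 1), because the slopes of the 2 cultivars correlate by only 0.370, so that a low r does not exclude it. Drought itself stays open for all of these, since control and drought arrays do not overlap in the index. For the same reason the fit with the index carries its slope across a gap without arrays, which limits what it says of the LEA genes too.

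The control arrays had higher 3'/5' ratios than the drought arrays, by 3.64 on the log2 scale. The spike-in transcript dap, which is added to the RNA and does not come from the seedlings, had a log2 3'/5' ratio of 7.00 ± 0.84 (SD, n = 6) in control and 5.01 ± 1.87 (SD, n = 12) in drought arrays, a difference of 2.00 (exact permutation p = 0.0261), but its 5' probe set was as low as an intensity of 9.69 in control arrays, near the array medians. With 16 added to each intensity the difference was 1.42 for dap (exact permutation p = 0.0419, n = 6 and 12), 1.27 for phe (0.00242 by this test) and 1.02 for lys (0.000108), and 3.30 for the 3'/5' index, which is consistent with a part played by the labelling reaction, although 1 drought array (7.58) had a higher ratio of dap than any control array. For Dagad deshi control against 3 h arrays, the labelling reaction and the RNA of the seedlings cannot be told apart, because dap differed by 0.174 there while the spike-in phe differed by 2.44 and lys by 2.08. A difference in the RNA of the seedlings was not tested on its own and stays open. Levels of dap also differed, a comparison made after seeing the data. The log2 level of its 3' probe set was 11.15 to 11.59 in control arrays. It was 10.98 to 11.58 in Dagad deshi 3 h arrays and 12.63 to 13.35 in the other drought arrays. That of the control transcript bioB was 8.69 to 10.11 in control and 8.06 to 9.66 in drought arrays. The cause of the difference in dap was not tested, and the log2 changes given here were not adjusted for it.

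The response at 3 h was larger in Dagad deshi than in IR20, with a median absolute log2 change of 0.31 against 0.17, and 19328 probe sets differed between the cultivars by the interaction test, 12628 of them higher in IR20 and 6700 lower (7215 and 8436 after centring each array, 2474 and 3222 at a log2 change of at least 1, and 6598 and 6058 with the index as a term). With the index as a term the larger count of calls in Dagad deshi was lost, with 15504 against 16042 in IR20, while the median standard error rose from 0.0959 to 0.165 in Dagad deshi and to 0.109 in IR20. Poorer RNA integrity or labelling of the Dagad deshi controls, as far as the index follows it in a straight line, is argued against as the whole cause by the sizes in that fit, where the median was 0.31 against 0.18 and the called changes of at least 1 were 10005 against 4938, and by the 31.6% of probe sets (12656) still called for the cultivar difference. As a part of the cause it cannot be told apart from a cultivar difference, with r = 0.136 between the cultivar difference and the slope on the index within the 6 h groups. The cultivars, which differ in their genomes, stay open as an untested biological explanation.

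At 6 h, 17260 probe sets differed between the cultivars in their response by the interaction test, 11423 higher in IR20 and 5837 lower (5209 and 7568 after centring). The genes below were called by the same test, with values as the IR20 response minus the Dagad deshi response on the log2 scale. At 3 h the difference was 4.06 for the gene named peroxidase (LOC4339222), -3.67 for the lipid transfer protein gene LTP-2, -4.89 for the germin-like gene GER3, 3.32 for OsPCL1 and -3.59 for the chitinase gene Cht2. At 6 h it was 4.99 for peroxidase, -4.72 for GER3, -3.12 for Cht2, 1.41 for the tubulin gene TUB2 and -2.60 for the amylase gene AMY1.3. At 6 h GER3 rose by 4.76 in Dagad deshi and its change in IR20 was 0.04 (adjusted p = 0.821).

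For the drought comparisons and the control comparison, 3 arrays against 3 make 10 splits, of which 1 was as large as the real one in each, and so few splits cannot give a share under 0.05. The real counts and the highest of the other splits were 28441 and 4, 28224 and 17, 14768 and 10, 18384 and 3, and for the controls 21301 and 807. For the cultivar differences, the real counts were 19328 at 3 h and 17260 at 6 h. In the other splits among 100 they were at most 10786 and 13624, numbers high enough to point to a structure of the samples. These splits regroup the cultivars within drought and within control, so they ask about any cultivar effect. The controls of the cultivars already differed, so the splits cannot tell whether chance accounts for a difference in response. For the families, with the 18 arrays regrouped at random, the counts were 7 against at most 2 for GAPDH, 14 against 4 for actin, and 9 against 4 for ubiquitin. This argues against chance as the source of the differences among the groups. It is not shown to be particular to the families, as the share of all probe sets that pass the F test is not given. In Dagad deshi at 3 h alone, 70.94% of all probe sets tested were called. For cyclophilin it was 2 against 1 with all arrays, but the real count was 1 without IR20 control replicate 1 or 3. For the cultivar difference at 6 h the real count was 13618 without IR20 control replicate 1. No splits were drawn with an array left out, so these 2 are less sure.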

How the results depend on the processing

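The named genes and probe sets were given in 199 comparisons with 3602 values under alternatives, of which 3492 kept direction and side of the threshold, 50 lost the call, 26 gained it and 34 changed sign. Outside IR20 the sign changed at 6 h for a probe set of ACT3 at the lower end of the scale (0.00156 after centring and 0.000794 with the index) and, with the index, for the 5' control probe sets of actin (-0.942 and -1.01) and cyclophilin (-1.69). The new value was called for the last and for GAPC at 3 h in IR20. The index is itself made in part from the 5' cyclophilin set and a 5' actin set, whose rise lowers it. Their sign changes with the index are therefore at least partly built in. GAPDH control probe sets enter the index too, so those of GAPC and GAPC3 may be partly built in, which was not tested. In IR20 at 6 h the sets of ACT3 and actin named above were -0.00149 after centring (ACT3), -0.0853 and -0.222 (actin), a further set of ACT3 -0.441 and the 5' ubiquitin set -0.0403, each with the index, and the 5' cyclophilin set ranged from -0.672 to 0.0101 with an array left out (positive without IR20 control replicate 3). After quantile normalization ACT1 was 0.00997 and ACT2 0.0336 at 3 h. With each array left out in turn, the 3 h change ranged from -0.0345 to 0.261 for GAPC, -0.0294 to 0.328 for GAPC3, -0.325 to 0.0769 for ACT1, -0.0608 to 0.0253 for ACT2 and -0.360 to 0.0130 for UBQ4, and the 6 h change of GAPC3 from -0.0969 to 0.260. The sign changed without IR20 control replicate 2 for GAPC, GAPC3 and ACT1, without IR20 control replicate 1 and 3 h replicate 2 for ACT1, without IR20 control replicate 3 for ACT2 and UBQ4, and without IR20 3 h replicate 3 for ACT2. With the 3'/5' index as a term, chosen after seeing the data, GAPC was -0.338 (adjusted p = 0.0117), ACT2 0.0191 and UBQ4 0.118 at 3 h, and OsPIP1;1 was -0.677, GER3 -0.112, GAPC -0.0751, GAPC3 -0.0945 and APX1 -0.0873 at 6 h. Without the 2 control arrays of the highest index, also chosen after seeing the data, GAPC was -0.0345, GAPC3 -0.0294 and ACT1 0.0769 at 3 h, and GAPC3 -0.0969 at 6 h. Counts of called probe sets follow the order Dagad deshi 3 h and 6 h, IR20 3 h and 6 h, controls, cultivar difference at 3 h and 6 h. Without a filter the last 3 were 35888, 30808 and 30374, from more probe sets. With a 60th percentile filter, which leaves fewer, they were 10978, 12564 and 9290, and Dagad deshi had 18231 and 18455. With a log2 change of at least 1 as well, which can only lower a count, they were 10877, 11284, 4942, 8108, 2572, 5696 and 3515. With only the groups compared, which leaves fewer arrays and takes the spread from those groups alone, Dagad deshi 6 h had 18236, the controls 4140 and the 6 h cultivar difference 10215. The main fit shares 1 spread among the 6 groups. The median SD between replicates was 0.10 and 0.09 in the controls, and 0.05 to 0.07 in the drought groups. Its standard errors can therefore be too small for comparisons with a control, and its counts too high. With the index as a term, Dagad deshi had 15504 and 15889, IR20 16042 and 23552, and the 3 h cultivar difference 12656, so that Dagad deshi no longer had more calls than IR20; the standard errors rose more in Dagad deshi. Without the 2 control arrays they were 28095, 27377, 15749, 21869, 21832, 21990 and 20536. Each array left out gave 25794 to 29172, 25088 to 29214, 13165 to 14341, 16810 to 17558, 17592 to 22187, 15210 to 22247 and 13618 to 19897, and families of 7 to 7 GAPDH, 13 to 15 actin, 8 to 9 ubiquitin and 1 to 2 cyclophilin probe sets (1 without IR20 control replicate 1 or 3). Centring arrays on their median changed the share of called probe sets that were higher from 33.28% to 52.35%, 35.13% to 50.09%, 32.46% to 57.19% (controls), 65.34% to 46.1% and 66.18% to 40.77% (cultivar differences). Actin had 8 of 8 without probe sets marked _s_at or _x_at, which can bind several transcripts, fewer being tested. A 5' control probe set of actin marked _f_at stayed in. GAPC, the 1 candidate of 10 that was tied, did not have a CV below the median of the 3 tied GAPDH genes (count 0); it did (count 1) with all probe sets averaged, without the 2 control arrays, and without replicate 1 (range 0 to 1). Of 64 list comparisons 43 were called, and 24 with an estimated correlation. A replicate block gave 28192 at 3 h in Dagad deshi. The residuals of 45 same-numbered pairs of arrays correlated by -0.551 to 0.355 (median 0.03, against -0.001 for other pairs), so the numbers do not pair the samples. Single pairs with other numbers did share variation, such as Dagad deshi 6 h replicate 2 and IR20 6 h replicate 1 with 0.70. The main fit holds no term for this. Of 325 CVs and pairwise values under alternatives, 165 moved by more than their spread. The 325 include CVs of linear values, which are on another scale and so count as moved in any case. They also include values over arrays chosen after seeing the data. The planned pairwise comparison of the candidates was not run, as 1 of 10 was tied. Low signal limits genes near 4 on the log2 scale, such as GAPC2.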

Differences from the paper's values

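The paper's Table S2 ranks isogenes by CV over the 92 arrays of data set A, and the values here come from 18 of these with the deposited intensities, for the 3 of 7 GAPDH isogenes that could be tied. Among these 3, the paper's order of GAPC (LOC_Os08g03290) is 1, and here it was 2. Of the 12 alternatives set before the data were examined, 2 gave an order of 1 for GAPC, namely without replicate 1 and with all probe sets of a gene averaged, and the other 10 did not. GAPC also had the order 1 without the 2 control arrays of the highest 3'/5' index, an alternative chosen after seeing the values, which drops none of the 3 genes, and the order 3 among the drought arrays alone, also chosen after seeing the values. The paper's order of GAPC3 (LOC_Os02g38920) among the 3 is 3, and here it was 1. For GAPC3, 4 of the 12 alternatives no longer differed by the criterion used here, that the larger order is more than 1.5 times the smaller (a pseudocount of 64, without replicate 1, all probe sets averaged, and the SD of log2 values), and 8 did. An order of 2 against 3 passes this criterion and 2 against 1 does not, so 3 of these 4 had an order of 2, which is still not the paper's. Only with all probe sets averaged, 1 of the 12, did GAPC3 have the paper's order of 3. GAPC3 also had an order of 2, not the paper's, without the 2 control arrays of the highest 3'/5' index and among the drought arrays alone, which were chosen after seeing the values. The paper's order of GAPC2 (LOC_Os04g40950) among the 3 is 2, and here it was 3, which does not count as a difference by this criterion. It was 2 with all probe sets averaged, 1 with a pseudocount of 64, by the SD of log2 values and, chosen after seeing the values, among the drought arrays alone, and 3 under the other alternatives.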

Other observations

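Dehydration genes rose in the seedlings of both cultivars. Of 7 LEA proteins and dehydrins, which protect cells during water loss, 7 were higher at each time in each cultivar, with a median log2 change at 6 h of 9.12 in Dagad deshi and 6.38 in IR20 (camera adjusted p = 0.0127 and 0.0351 with an estimated correlation). In the controls 5 of the 7 were already higher in IR20 than in Dagad deshi, with a median difference of 2.81 (camera adjusted p = 0.106 with an estimated correlation). A smaller rise in IR20 therefore need not mean a lower level under drought. RAB16B rose by 10.00 (standard error 0.399) in Dagad deshi and by 7.68 in IR20, and RAB21 rose by 9.26 and 6.38. The homeobox gene HOX24 rose by 9.26 and 8.70. Of 4 genes of abscisic acid synthesis, breakdown and perception, 4 rose at 3 h and 4 at 6 h in Dagad deshi, and 3 and 4 in IR20; ABA8OX1, which breaks the hormone down, rose by 3.17 and 2.23 at 6 h. Of 8 dehydration-responsive element-binding proteins, 4, 5, 6 and 5 rose and 2, 1, 0 and 0 fell at 3 h and 6 h in Dagad deshi and at 3 h and 6 h in IR20 (adjusted p = 0.0712 with an estimated correlation at 3 h in Dagad deshi). In the same order, 7, 6, 5 and 5 of 8 NAC transcription factors rose and 0, 0, 1 and 1 fell. Of 12 genes of osmolyte synthesis, 7, 9, 9 and 8 rose and 2, 2, 0 and 1 fell; P5CS2, of proline synthesis, rose by 4.86 and 4.40 at 6 h. Of 28 genes of jasmonate synthesis and TIFY proteins, 20, 20, 18 and 18 rose and 5, 5, 2 and 3 fell (adjusted p = 0.0744 with an estimated correlation at 6 h in IR20). Of 41 heat shock proteins and factors, 27, 26, 17 and 22 rose and 5, 5, 9 and 6 fell (adjusted p = 0.263 and 0.102 with an estimated correlation in IR20). Drought comparisons of these groups given without an adjusted p were called by camera with both the preset and the estimated correlation. The control arrays had a 3'/5' index 3.64 higher than the drought arrays beside all of these groups.

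Other groups went both ways or fell, again in the order 3 h and 6 h in Dagad deshi and in IR20. For these groups, camera's adjusted p with an estimated correlation is given only where the call with the preset correlation was lost. The other comparisons of these groups were called with neither correlation. Of 54 protein phosphatases 2C, 29, 28, 26 and 24 rose and 18, 17, 15 and 19 fell (adjusted p = 0.108, 0.111, 0.135 and 0.336 with an estimated correlation); OsPP2C59 rose by 8.36 and 8.07 at 6 h. Of 24 aquaporins, 15, 13, 10 and 9 rose and 7, 6, 6 and 6 fell (adjusted p = 0.0718 and 0.111 with an estimated correlation in Dagad deshi). OsPIP2;7 fell by 5.75 at 6 h in Dagad deshi and fell by 2.75 in IR20, while OsTIP3;1 rose by 6.81 and 6.53. OsPIP1;1 rose by 3.26 in Dagad deshi, and its change was 0.11 with the index as a term (adjusted p = 0.929). Of 18 antioxidant enzymes, 12, 9, 3 and 5 rose and 5, 5, 5 and 8 fell (adjusted p = 0.142 and 0.237 with an estimated correlation in Dagad deshi). APX1, an ascorbate peroxidase, rose by 1.79 at 6 h in Dagad deshi, and its change in IR20 was 0.39 (adjusted p = 0.0768). The IR20 change was called after quantile normalization (0.42, adjusted p = 0.0317), with a 60th percentile filter (adjusted p = 0.0397) and in a fit on only the groups compared (adjusted p = 0.0282). It was 0.30 without the 2 control arrays of the highest index (adjusted p = 0.00136) and -0.09 with the index as a term (adjusted p = 0.635). Of 26 expansins, 9, 7, 11 and 7 rose and 10, 13, 6 and 9 fell (adjusted p = 0.399 with an estimated correlation at 3 h in IR20). Of 20 cytosolic ribosomal proteins, 17, 18, 14 and 18 fell and 0 rose (adjusted p = 0.241, 0.166, 0.234 and 0.103 with an estimated correlation); RPL27 fell by 2.21 and fell by 1.06 at 6 h. Of 5 histones, 3 fell in each comparison (adjusted p = 0.298 with an estimated correlation at 6 h in IR20). Of 3 chlorophyll a-b binding proteins, 1, 3, 1 and 2 fell (adjusted p = 0.0782 with an estimated correlation at 6 h in Dagad deshi). Of 3 photosystem subunits, 1 rose in each comparison and 1, 2, 1 and 1 fell; PSB28 fell by 3.77 and fell by 2.53 at 6 h. Of 5 nicotianamine synthases and nitrate transporters, which roots express, 1, 1, 2 and 2 rose and 1, 1, 2 and 1 fell, and in Dagad deshi the sign of the mean was opposite to that of the test; NAS3 fell by 3.23 and fell by 2.72 at 6 h. OsCASP1, of the Casparian strip of roots, changed by -2.82 at 6 h in Dagad deshi and by 0.56 in IR20 (0.32 with the index as a term, adjusted p = 0.195). Adjusted over the list alone, 11 of the 68 counts changed, by at most 2 genes each, and the others were the same.

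Between the controls, 21301 probe sets differed between cultivars (6914 higher in IR20 and 14387 lower). The split turned to 9290 higher and 6955 lower after centring each array and to 1881 higher and 691 lower at a log2 change of at least 1, and 4140 probe sets were called in a fit on only the groups compared. Among the genes with the smallest adjusted p, pinA was higher in IR20 by 6.63, ACO1 by 5.33, OC-XII by 3.99, Cht2 by 2.44 and OSE727A by 1.97. The mean SD of a gene's log2 differences from the other 12 of 13 family genes, a measure of stability against each other, was 0.480 for RPS27AB, 0.485 for UBQ1 and 0.889 for GAPC. For GAPC it was 1.15 over the Dagad deshi arrays, 0.551 over the IR20 arrays and 0.369 over the drought arrays alone; the comparison of these 13 genes and the use of the drought arrays alone were chosen after seeing the data. Over the drought arrays GAPC2, near the lower end of the scale, had the lowest value with 0.254, and RPS27AB had 0.269 and UBQ1 0.255.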
